A study of Mus musculus with 6 samples. Its data were reported in "Antagonistic Inflammatory Phenotypes Dictate Tumor Fate and Response to Immune Checkpoint Blockade" (2020).

How the data were processed

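The transcriptome of tumor-associated macrophages (TAMs) was measured in 6 mouse libraries. Macrophages were sorted by flow cytometry from subcutaneous tumors of a BRAF-mutant melanoma cell line grown in C57BL/6 hosts that were 8 weeks old. The tumor cells either carried functional Ptgs1 and Ptgs2 genes, which encode the cyclooxygenases COX-1 and COX-2, or lacked both. The sample titles number 3 libraries in the first group (Ptgs-competent) and 3 in the second (Ptgs-deficient), and every library entered the comparison. Each library was a pool of tumors according to the study's methods. The edit was made in the tumor cells, so that the sorted macrophages were of host genotype in both groups.

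The authors deposited a single table of read counts per gene, not normalized. Libraries were made with a kit that reads the 3′ end of polyadenylated transcripts (QuantSeq FWD), starting from 800 pg of total RNA, and no molecular identifiers were stated. A count therefore stands for reads from the 3′ end and does not scale with transcript length, and reads copied from the same molecule by PCR cannot be told from separate molecules. The authors removed the first bases and contaminating sequence of each read with BBDUK, trimmed polyG and polyA tails with fqtrim and cutadapt, aligned the reads with STAR to the GRCm38 assembly and assigned them to Ensembl genes with featureCounts. Tool versions, the strand setting and the handling of reads with several alignments were not stated. Genes with close paralogs or overlapping neighbors (H2-K1, the Ifi27l2 pair, C4b and its paralog, Cd209 and Klra families) can therefore have lost or shared reads. Read depth was counted as the column total of the table, which ranged from 4431184 to 8760679. No row lacked a gene name, and no column lay outside the 6 libraries.

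Gene positions were taken from GENCODE M21, which uses the same GRCm38 assembly but a later annotation than the authors did. Of the 39179 gene identifiers in the table, 37607 had a name in it, and symbols are printed as in the deposited table. All positions are counted from 1 and span the whole gene. A count sums the reads assigned to a gene, so that it cannot be placed in a single exon or in the 3′ UTR.

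Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its defaults (a minimum count of 10 in enough libraries and a total of at least 15), which left 8793 genes. Libraries were scaled by TMM and compared with the edgeR quasi-likelihood test (glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over the genes tested. Following the study's definition, a gene was called at an adjusted p (FDR) of 0.05 or lower and a log2 fold change of 1.5 or more in either direction. The study names a generalized linear model test of edgeR without saying which, and the quasi-likelihood form was chosen here because it carries the uncertainty of each gene's dispersion. Fold changes are Ptgs-deficient over Ptgs-competent on the log2 scale. Their standard error was taken as the absolute log2 fold change divided by the square root of the F statistic. Levels are TMM-scaled CPM, given as mean ± SD over 3 libraries. Where all libraries of a group held 3 counts or fewer, the fold was computed against that floor and is a lower bound. The floor lay between 0.342 and 0.677 CPM before TMM scaling. Floors cover counting error only.

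Gene lists were tested with camera in limma 3.58.1 (preset correlation between genes 0.01) on log2 CPM with a prior count of 2, two-sided, with Benjamini-Hochberg adjustment over 9 lists. The lists were interferon-gamma-inducible, type I interferon-inducible, prostaglandin and IL-1 response, mouse genes of the CI (cancer-inhibitory) and CP (cancer-promoting) factors, tumor cell, NK cell, tissue macrophage and neutrophil transcripts. The CP list as written here also holds Ptgs2, which the study kept apart from these factors, and it was tested again without that gene. The lists were written by hand before the data were examined, as were the design, the alternatives and the rule for naming genes. The study and its supplementary tables had been read by then, among them a pathway table built from these same libraries. The list tests are therefore not fully independent of the data, and the lists were tested again without the members that the likelihood ratio test called. The Hallmark interferon-gamma collection used in the study was not used here. A Reactome set shipped with fgsea 1.28.0 was tested beside the hand-written list.

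Genes were named by rule: Ptgs1 and Ptgs2; the CI and CP genes; the 6 higher and 6 lower calls with the smallest p among those whose CPM did not overlap between groups; up to 5 members per list with the smallest p; and Xist with Y-linked genes. Other genes named in the text are marked as chosen after their values were seen.

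Before use, the tests were run on simulated counts for 8793 genes with the means, dispersions and library sizes of the real libraries. With 200 genes changed by a log2 fold change of 3, the quasi-likelihood test called 17.0% of the changed genes, and 2.86% of its calls were false. At a log2 fold change of 2 it called 2.5% and at 4 it called 26.5%. The likelihood ratio test called 26.5% of the changed genes at a log2 fold change of 3, and 32.1% of its calls were false. With no gene changed, the tests made 1 and 8 calls. Camera gave a p of 2.3e-06 for a list of 60 genes shifted by a log2 of 1, and 1 of 50 unshifted lists had a p under 0.05. These genes were drawn independently and the lists at random, so the simulation cannot show how camera behaves on lists of correlated genes.

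Alternatives covered normalization by DESeq2 size factors or library totals, the likelihood ratio test, DESeq2 1.42.0, limma voom with sample quality weights, a robust dispersion fit, no count filter, a mean count of at least 20, the replicate number as a block, and leaving out each library in turn. Lists were also tested with camera at an estimated correlation, with fry and with preranked fgsea. Omission of Gm26924, of the list members called by the likelihood ratio test, and of Ptgs2 from the CP list was added after the data were examined. Gm26924 is annotated as a long noncoding gene on chromosome 17 and held from 1.82% to 11.6% of counts. It overlaps the annotated genes Gm42418, AY036118 and CT010467.1, and which transcripts its reads stem from was not tested. Libraries of the same group differed by far more than read sampling, with a chi-square of 66.5 per gene or more for every pair, and none was a copy of another.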

Results

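RNA sequencing of sorted TAMs addressed how macrophages differ between melanomas that can and cannot make prostaglandins through cyclooxygenases. TAMs from 3 Ptgs-competent and 3 Ptgs-deficient tumor pools were compared. The Ptgs-competent libraries held 6619148, 6128346 and 4431184 counts (replicates 1, 2 and 3), and the Ptgs-deficient libraries held 5253549, 8760679 and 5113646. Between 7794 and 10714 genes had at least 1 count. Of the 39179 genes in the table, 13368 had a count in some library and 8793 passed the filter for testing. Libraries differed strongly from each other. Pearson correlations of log2 CPM across genes ranged from 0.480 to 0.553 among the Ptgs-competent libraries, from 0.5999 to 0.720 among the Ptgs-deficient libraries, and from 0.407 to 0.620 between groups. The common biological coefficient of variation was 1.26. Among tested genes, 15.9% ± 8.13 (SD, n = 3) had 0 counts in a Ptgs-competent library and 9.27% ± 7.10 (SD, n = 3) in a Ptgs-deficient library.

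The edited genes were expressed in both groups. Because the edit is in the tumor cells, their level in TAMs does not test the labels directly. Ptgs2 (ENSMUSG00000032487; GRCm38 chromosome 1, 150100031 to 150108227) had 80, 323 and 465 counts in the Ptgs-competent libraries and 55, 451 and 93 in the Ptgs-deficient libraries. Its level was 55.3 ± 43.8 CPM (SD, n = 3) and 27.7 ± 23.02 CPM (SD, n = 3), a log2 fold change of -0.998 ± 1.07 (SE) with an edgeR adjusted p of 0.9995. Its direction reversed under limma voom with sample quality weights, with a log2 fold change of 0.040 where the median of all genes lay at 0.39. Over all alternatives its log2 fold change ranged from -1.91 to 0.040. Its mean was 32.9 CPM in the Ptgs-competent libraries without replicate 3, and 14.6 CPM in the Ptgs-deficient libraries without replicate 2. Ptgs1 (ENSMUSG00000047250; chromosome 2, 36230426 to 36252272) had 197, 397 and 465 counts in the Ptgs-competent libraries and 110, 237 and 206 in the Ptgs-deficient libraries. Its log2 fold change was -1.11 ± 0.827 (SE), with an edgeR adjusted p of 0.962. Neither gene differed by more than the spread between libraries.

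Differential expression was called for 19 genes by the edgeR quasi-likelihood test, of which 14 were higher and 5 lower in TAMs from Ptgs-deficient tumors. All 19 genes past the FDR threshold also passed the fold change threshold, and for each of them the CPM of the groups did not overlap. At an unadjusted p under 0.05 there were 776 genes, 8.83% of those tested. The CPM ranges of the groups did not overlap for 1674 genes, or 19%, where chance gives 10%. The number of calls depended on the test and the filter. The edgeR likelihood ratio test called 241 genes (136 higher and 105 lower) that included all 19, and 113 of the 241 had a group at or below 3 counts in every library. The DESeq2 Wald test moved the count most, to 328 genes (173 higher and 155 lower), and these also included the 19. Single libraries mattered as well. The quasi-likelihood test called 0 genes without Ptgs-competent replicate 1, with 1231 genes at an unadjusted p under 0.05, and 11 without Ptgs-competent replicate 2. It called 2, 4 and 3 genes without Ptgs-deficient replicates 1, 2 and 3. Without Ptgs-competent replicate 3 it called 25 genes. The library totals of the groups overlapped, and the labels give no sequencing batch by which the comparison could be split.

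**Figure D1:**
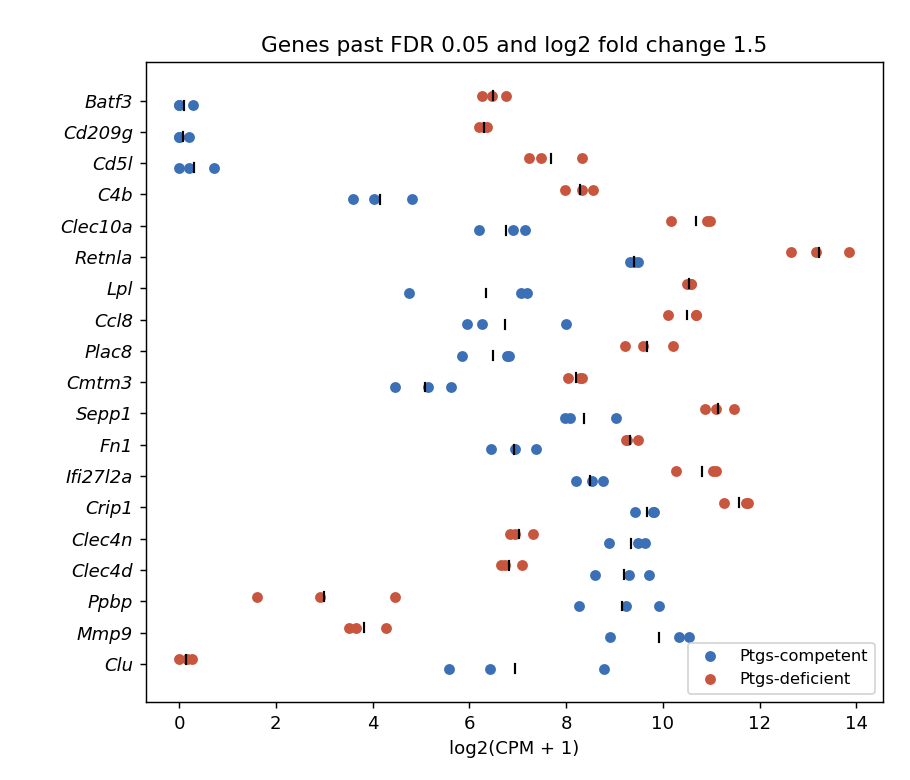
Each row is a gene past both thresholds, and the horizontal axis gives its level as log2(CPM + 1). Points are single libraries of the Ptgs-competent (blue) and Ptgs-deficient (red) groups, black ticks are the group means, and the points of the groups do not overlap for any of the 19 genes.

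The 6 higher calls with the smallest p were Clec10a, Cd5l, Retnla, C4b, Plac8 and Sepp1. Clec10a (ENSMUSG00000000318; chromosome 11, 70156197 to 70170834) encodes a C-type lectin and rose from 111 ± 35.6 to 1699 ± 474 CPM (SD, n = 3 each). Its log2 fold change was 3.93 ± 0.404 (SE), with an edgeR adjusted p of 0.00453. Retnla (ENSMUSG00000061100; chromosome 16, 48842551 to 48844461), which encodes a secreted resistin-like protein, was the most abundant of the 6. It rose from 675 ± 38.5 to 10141 ± 4265 CPM (SD, n = 3 each), a log2 fold change of 3.91 ± 0.405 (SE) with an edgeR adjusted p of 0.00453. Cd5l (ENSMUSG00000015854; chromosome 3, 87357881 to 87371073) had 1, 0 and 3 counts in the Ptgs-competent libraries and 974, 1257 and 1545 in the Ptgs-deficient libraries. It was at least 400-fold higher in the latter, with an edgeR adjusted p of 0.00453. C4b (ENSMUSG00000073418; chromosome 17, 34728380 to 34743882) rose from 17.9 ± 8.35 to 315 ± 62.2 CPM (SD, n = 3 each), a log2 fold change of 4.14 ± 0.497 (SE). Plac8 (ENSMUSG00000029322; chromosome 5, 100553725 to 100572245) rose from 92.6 ± 31.0 to 850.0 ± 301 CPM, and Sepp1 (ENSMUSG00000064373; chromosome 15, 3268547 to 3280508), now named Selenop, from 347 ± 151 to 2300 ± 488 CPM (SD, n = 3 each). The edgeR adjusted p of C4b, Plac8 and Sepp1 was 0.0140, 0.0230 and 0.0324. Of these 6 genes, Clec10a and Retnla stayed past the FDR threshold in 5 of the 6 fits that each left out a library, Cd5l in 3, C4b in 2, and Plac8 and Sepp1 in 1.

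Only 5 genes were called lower. Mmp9 (ENSMUSG00000017737; chromosome 2, 164940780 to 164955850), which encodes a matrix metalloproteinase, fell from 1085 ± 535 to 13.5 ± 4.35 CPM (SD, n = 3 each). Its log2 fold change was -6.32 ± 0.558 (SE) with an edgeR adjusted p of 0.00413, the smallest of all genes, and the call was kept in 4 of the 6 fits that each left out a library. Clu (ENSMUSG00000022037; chromosome 14, 65968483 to 65981547) had 294, 522 and 2054 counts in the Ptgs-competent libraries and 0, 1 and 1 in the Ptgs-deficient libraries. It was at least 377-fold lower, or at least 130.3-fold without Ptgs-competent replicate 3, with an edgeR adjusted p of 0.0159. The chemokine gene Ppbp (ENSMUSG00000029372; chromosome 5, 90768518 to 90770063) fell from 628 ± 332 to 9.87 ± 9.88 CPM (4.31 CPM without Ptgs-deficient replicate 1), with a log2 fold change of -5.99 ± 0.854 (SE) and an edgeR adjusted p of 0.0324. Clec4n (ENSMUSG00000023349; chromosome 6, 123229843 to 123247021) and Clec4d (ENSMUSG00000030144; chromosome 6, 123262111 to 123275265) are neighboring C-type lectin genes. Clec4n fell from 661 ± 169 to 131 ± 24.1 CPM and Clec4d from 620.2 ± 229 to 114 ± 18.7 CPM (SD, n = 3 each), with edgeR adjusted p of 0.0350 and 0.0414. Clu, Ppbp, Clec4n and Clec4d each stayed past the threshold in 1 of the 6 fits that left out a library. The other higher calls were Ifi27l2a, Ccl8 and Cd209g, which are list members, and Batf3, Cmtm3, Fn1, Lpl and Crip1, which are named here as the rest of the 14 and fall outside the naming rule.

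Pathway analysis in the study pointed to interferon signaling in TAMs from Ptgs-deficient tumors, and list tests addressed that question. Members of the interferon-gamma list were higher in the Ptgs-deficient group as a set, with 59 of 65 tested members higher and a median log2 fold change of 1.45 (camera adjusted p 4.47e-11). The type I interferon list was likewise higher, with 52 of 55 members up and a median log2 fold change of 1.40 (camera adjusted p 5.97e-10). Medians were the same with genes at the floor set to their bound. The lists share 2 members, and each stayed past the threshold without them (camera adjusted p 7.57e-11 and 1.08e-09). Members were divided between the lists by hand, and whether a member responds to a single type of interferon was not tested. The lists therefore cannot tell apart responses to the 2 types. A preset correlation makes camera liberal, and the alternative that moved these results most was camera with an estimated correlation, at an adjusted p of 0.0670 and 0.0911. Over all alternatives that kept the 6 libraries, the adjusted p ranged from 1.96e-14 to 0.0670 for the interferon-gamma list and from 4.95e-13 to 0.0911 for the type I interferon list. Under fry the adjusted p was 0.00602 and 0.0107. The Reactome interferon gamma signaling set gave an adjusted p of 3.26e-05, with 47 of 59 tested members higher. Camera on both lists held in every fit that left out a library, with adjusted p of at most 1.14e-07. Other splits of the 6 libraries into 3 and 3 also gave small p, with a lowest camera p of 0.00111 for the interferon-gamma list and 8.74e-04 for the type I interferon list over the 9 other splits.

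Among single members, 2 genes of the interferon-gamma list were called over all genes tested and 16 when adjusted over the list alone. For the type I interferon list these numbers were 1 and 8. The interferon-gamma members with the smallest p were Plac8, Ccl8, H2-K1, Cybb and Ly6a. Ccl8 (chromosome 11, 82115185 to 82116799) was at 61.2, 255 and 75.4 CPM in the Ptgs-competent libraries and at 1470 ± 316 CPM (SD, n = 3) in the Ptgs-deficient libraries, with a log2 fold change of 3.49 ± 0.564 (SE) and an edgeR adjusted p of 0.0462. The class I histocompatibility gene H2-K1 (chromosome 17, 33996017 to 34000347) rose from 894 ± 75.1 to 2900 ± 409 CPM (SD, n = 3 each), a log2 fold change of 1.70 ± 0.289 (SE) with an edgeR adjusted p of 0.05998. Cybb and Ly6a had log2 fold changes of 2.23 ± 0.414 (SE) and 2.19 ± 0.407 (SE), each with an edgeR adjusted p of 0.0762. Of the type I members, Ifi27l2a (chromosome 12, 103442167 to 103443680) rose from 366 ± 70.2 to 1847 ± 525 CPM, with an edgeR adjusted p of 0.0330. Siglec1 (chromosome 2, 131069220 to 131086765) was at least 120-fold higher (1, 0 and 0 against 367, 411 and 381 counts), with an edgeR adjusted p of 0.0693. Rsad2, Ifit2 and Ifit3 had log2 fold changes of 3.27 ± 0.602, 6.97 ± 1.45 and 4.01 ± 0.958 (SE) and edgeR adjusted p of 0.0762, 0.105 and 0.158. Without Ptgs-competent replicate 1 the log2 fold changes of Rsad2 and Ifit2 were 4.15 and 8.31. That of Ifit3 ranged from 3.56 to 5.12 over all alternatives. The likelihood ratio test placed H2-K1, Cybb, Ly6a, Siglec1, Rsad2, Ifit2 and Ifit3 past its FDR threshold.

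**Figure D2:**
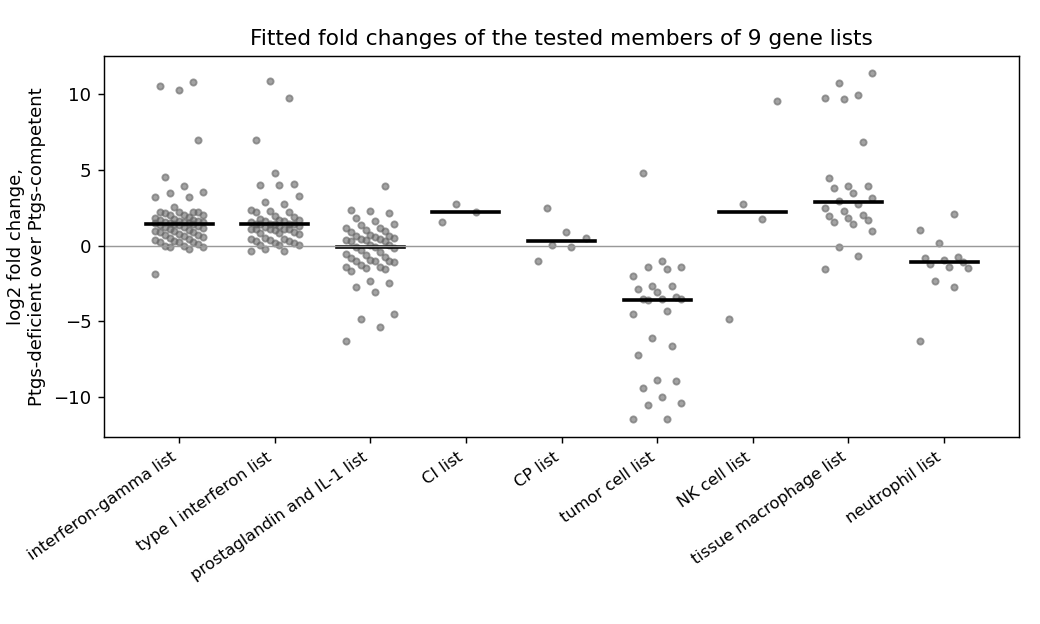
Each point is the fitted log2 fold change of a tested list member (Ptgs-deficient over Ptgs-competent), and black bars are list medians. Medians lie at 1.45 and 1.40 for the interferon lists, 2.85 for the tissue macrophage list and -3.57 for the tumor cell list; points beyond 5 in either direction mostly have a group near 0 counts and depend on the prior count.

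The study also named prostaglandin and IL-1 signaling as reduced in TAMs from Ptgs-deficient tumors. It drew this from pathway analysis of its differentially expressed genes, which a test of a hand-written list does not repeat. The prostaglandin and IL-1 list did not differ as a set, with 26 of 54 tested members higher, 28 lower, a median log2 fold change of -0.10 and a camera adjusted p of 0.123. Preranked fgsea changed this call, with the list lower at an adjusted p of 0.0232. Over its other alternatives the adjusted p ranged up to 0.819. After the mean of macrophage core genes in each library was subtracted, the list differed by -1.004 in mean log2 CPM, without overlap (exact two-sided permutation p 0.1). Members went both ways. Mmp9, Clec4n and Clec4d were called lower over all genes tested, and 4 members were called when adjusted over the list alone. Hmox1 fell from 2300 ± 1000 to 705 ± 251 CPM (SD, n = 3 each), with a log2 fold change of -1.71 ± 0.403 (SE) and an edgeR adjusted p of 0.158. Cd14 rose from 195 ± 80.6 to 510.4 ± 101 CPM (SD, n = 3 each), with a log2 fold change of 1.39 ± 0.390 (SE) and an edgeR adjusted p of 0.241.

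The CI and CP factors come from the study, which measured them in whole tumors, and their levels in TAMs show which of them this population expressed. Of the 15 CI genes, 3 passed the filter. Among them, Cxcl10 had 103, 0 and 75 counts in the Ptgs-competent libraries and 254, 369 and 309 in the Ptgs-deficient libraries, and Ccl5 had 83, 5 and 1 against 307, 137 and 110. Both were higher without overlap of the groups, with log2 fold changes of 2.24 ± 1.61 and 2.73 ± 1.95 (SE). The edgeR adjusted p of both was 0.276 when adjusted over the list alone. Of the tested members of the list, 0 were called over all genes tested or over the list alone, and 0 had an unadjusted p under 0.05. As a set the CI list gave a camera adjusted p of 0.0454, a call that was lost without Ptgs-competent replicate 3 (0.0653) or Ptgs-deficient replicate 1 (0.153). Cxcl9 had 0 counts in the Ptgs-competent libraries and 5, 14 and 86 in the Ptgs-deficient libraries, and was not tested. Il12a, Il12b, Cxcl11, Cd8a, Cd8b1, Prf1 and Gzmb had 0 counts in all libraries. By counting error alone this allows at most 0.342 to 0.677 CPM, a bound that does not cover loss of molecules before sequencing. Ifng had 1, 2 and 0 counts against 0, 0 and 1. Tbx21 had at most 2 counts and Eomes at most 4. Gzma had 7, 10 and 6 counts against 29, 171 and 1.

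Of the 9 genes on the CP list, which here includes Ptgs2, 6 were tested, and as a set they did not differ (camera adjusted p 0.464, median log2 fold change 0.28, 4 higher and 2 lower). Without Ptgs2 the list had 5 tested members, 4 higher and 1 lower, with a median log2 fold change of 0.53 and an adjusted p of 0.249. For the CP list, the adjusted p ranged from 0.0630 to 0.930 over the alternatives that kept all libraries. Without Ptgs-deficient replicate 3 the set was higher in the Ptgs-deficient group at an adjusted p of 0.0151. Ccl2 (chromosome 11, 82035571 to 82037453) was higher in the Ptgs-deficient group, at 968 ± 596 against 174 ± 65.6 CPM (SD, n = 3 each). Its log2 fold change was 2.47 ± 0.529 (SE), with an edgeR adjusted p of 0.111 over all genes and 0.00514 when adjusted over the list alone. Cxcl2 (chromosome 5, 90903871 to 90905938) was at 8506 ± 2299 against 4597 ± 994 CPM (SD, n = 3 each), without overlap, and its edgeR adjusted p was 0.430 over all genes and 0.0851 over the list alone. Il1b was equally abundant in both groups within the spread, at 1649 ± 874 and 1525 ± 410.0 CPM (SD, n = 3 each). Its fitted direction reversed in some fits, as did that of Cxcl1, which was at 199 ± 27.04 and 202 ± 58.98 CPM (SD, n = 3 each). Vegfa was at 56.7 ± 22.2 and 81.8 ± 36.6 CPM (SD, n = 3 each). Il6 had 0 counts in the Ptgs-competent libraries and 39, 246 and 8 in the Ptgs-deficient libraries. Il1a had 0 against 115, 99 and 0 counts, and Csf3 had 0 counts in every library.

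Transcripts of other cells and of tissue-resident macrophages were compared to describe the sorted populations. The tissue macrophage list was higher in the Ptgs-deficient group, with 23 of 26 tested members higher and a median log2 fold change of 2.85 (camera adjusted p 1.55e-15). Its adjusted p was 0.0421 at an estimated correlation and ranged up to 0.0576 over its alternatives. It held 6 of the genes called over all genes tested, and 23 members were called when adjusted over the list alone. Cd209g (chromosome 8, 4134098 to 4137707) had 1, 0 and 0 counts against 400, 656 and 396 and was at least 144-fold higher, with an edgeR adjusted p of 0.0351. The tumor cell list was lower in the Ptgs-deficient group, with 27 of 28 tested members lower and a median log2 fold change of -3.57 (camera adjusted p 1.34e-19). Its summed level was 1197, 3071 and 7073 CPM in the Ptgs-competent libraries and 483, 265 and 296 CPM in the Ptgs-deficient libraries. The mean of the Ptgs-competent libraries was 2134 CPM without replicate 3. Of its members with the smallest p, Sparc had a log2 fold change of -3.56 ± 0.663 (SE) with an edgeR adjusted p of 0.0762, and its mean in the Ptgs-competent libraries was 302 CPM, or 152.7 CPM without replicate 3, where the log2 fold change was -2.53. Fermt2, Sdpr (now Cavin2) and Prkg2 were at least 184-fold, 149-fold and 114-fold lower. Without Ptgs-competent replicate 3 these bounds were 109.7-fold, 91.2-fold and 70.2-fold. None of these 4 genes passed the FDR threshold by the quasi-likelihood test, while the likelihood ratio test placed all 4 past it.

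The neutrophil list was lower in the Ptgs-deficient group, with 10 of 13 tested members lower and a median log2 fold change of -1.07 (camera adjusted p 0.00429). Mmp9 was the only member called, and also when adjusted over the list alone. S100a8 was at 287 ± 26.3 against 137 ± 74.04 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.485. Il1r2 and Trem1 were lower with overlapping groups, at edgeR adjusted p of 0.403 and 0.562. Retnlg went the other way, from 32.1 ± 24.2 CPM (18.2 CPM without Ptgs-competent replicate 2) to 139 ± 36.1 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.298. The NK cell list had 4 tested members and a camera adjusted p of 0.0482, with 3 members higher. That call was lost without Ptgs-competent replicate 2 (0.240), Ptgs-competent replicate 3 (0.0918) or Ptgs-deficient replicate 1 (0.137). Its summed level was 105 ± 94.5 CPM in the Ptgs-competent and 110.4 ± 27.6 CPM in the Ptgs-deficient libraries (SD, n = 3 each), where the first was 61.3 CPM without Ptgs-competent replicate 3. Most of the Ptgs-competent sum came from Klra4, and without Klra4 the sums were 30.1 ± 27.8 and 107.9 ± 30.6 CPM (SD, n = 3 each), without overlap. The former was 59.3, 3.94 and 27.2 CPM in Ptgs-competent replicates 1, 2 and 3. Klrk1 had 0 counts in the Ptgs-competent libraries and 144, 36 and 78 in the Ptgs-deficient libraries, and Klra4 had 371, 1 and 763 against 0, 49 and 8. AW112010, also on this list, had 271, 0 and 1 against 254, 185 and 364. Under fry the type I interferon, interferon-gamma, tissue macrophage, tumor cell, neutrophil and NK cell calls held and the CI call did not (0.0528). At an estimated correlation only the tissue macrophage call held among the 9 lists.

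**Figure D3:**
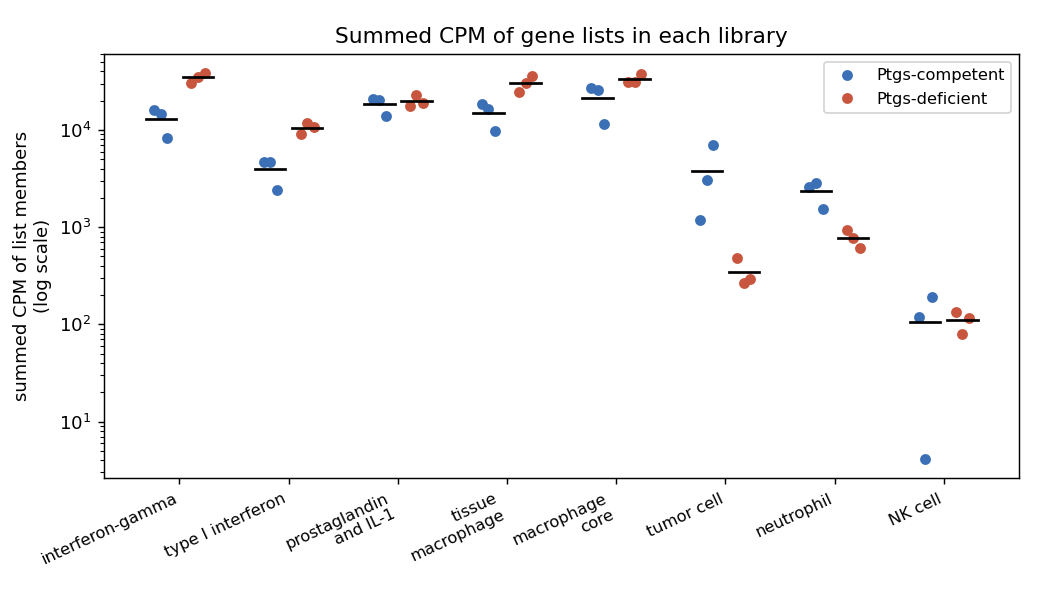
Points are the summed CPM of all members of a list in a library, on a log axis, for Ptgs-competent (blue) and Ptgs-deficient (red) TAMs, and black bars are group means. The tumor cell list lies between 1197 and 7073 CPM in the Ptgs-competent libraries and between 265 and 483 CPM in the Ptgs-deficient libraries, while the NK cell list overlaps.

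Host sex was compared through sex-linked transcripts. Xist (chromosome X, 103460366 to 103483254) was at 185 ± 88.8 CPM in the Ptgs-competent and 227 ± 36.3 CPM in the Ptgs-deficient libraries (SD, n = 3 each), with an edgeR adjusted p of 0.9995. Kdm5d, Eif2s3y, Uty and Ddx3y, on chromosome Y, had 0 counts in every library.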

Values the study reported

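The paper sequenced RNA from 3 Ptgs+/+ and 3 Ptgs−/− samples of sorted TAMs, each a pool of 10 tumors, at a purity above 98%, and started libraries from 800 pg of RNA. It called differentially expressed genes at an FDR of 0.05 or lower with a log2 fold change beyond 1.5 in either direction.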

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

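The omissions of Gm26924, of list members called by the likelihood ratio test and of Ptgs2 from the CP list were chosen only after the results were seen. The number of calls was the result that moved most. It stayed at 19 with DESeq2 size factors, and was 21 with library totals and 22 with the robust fit, and each of these included the same 19 genes. The DESeq2 Wald test gave 328 genes at both thresholds and 367 at the FDR alone, and the edgeR likelihood ratio test gave 241 and 242, each with all 19. In the simulated counts the likelihood ratio test made more false calls than the quasi-likelihood test did. Which of the added calls are false was not tested. Limma voom with sample quality weights gave 123 and 143 genes and shared 15 of the 19. The missing 4, Cd5l, C4b, Cd209g and Batf3, kept their direction. Under voom the median log2 fold change of all genes rose to 0.39, against 0.02 by the quasi-likelihood fit. Without a count filter 13368 genes were tested and 252 and 272 were called. A mean count of at least 20 kept 9922 genes, more than the default filter, and gave 46 at either threshold. Omission of Gm26924 moved the scaling of no gene enough to test anything. The cause of these shifts was not tested.

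The replicate numbers do not pair the libraries. Correlations of residual log2 CPM between libraries of the same number were -0.0488, -0.0224 and -0.0218. With the replicate number as a replicate block, 77 genes passed either threshold, the 19 among them, and the median log2 fold change of all genes was 0.26. It changed no call of a list.

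Across the 6 fits that each left out a library, the number of calls ranged from 0 to 25 at both thresholds and from 0 to 25 at the FDR alone. The fit with 0 calls left out Ptgs-competent replicate 1 and had 1231 genes at an unadjusted p under 0.05. Of the 11 calls without Ptgs-competent replicate 2, 9 were shared with the full data, and of the 25 without Ptgs-competent replicate 3, 16 were shared. The 2, 4 and 3 calls left without Ptgs-deficient replicates 1, 2 and 3 were all among the 19. Of the 19 genes, 13 stayed past the FDR threshold in 1 of these fits, and no gene in all 6. Clec10a and Retnla did in 5, Mmp9 in 4 and Cd5l in 3.

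For the lists, camera with an estimated correlation was the alternative that lost the most calls, although it did not give the largest adjusted p for every list. It took the adjusted p past the threshold for the interferon-gamma list (0.0670), the type I interferon list (0.0911), the tumor cell list (0.0911), the neutrophil list (0.154), the CI list (0.178) and the NK cell list (0.224), all with the same direction. Among the called lists only the tissue macrophage list stayed past it (0.0421). An estimated correlation among list members widens the test by construction. Fry changed only the CI call (0.0528). Preranked fgsea placed the prostaglandin and IL-1 list past the threshold as lower (0.0232) and lost the CI list (0.0630) and the NK cell list (0.623). Fgsea ranks genes and treats them as independent, and whether that caused these changes was not tested. Over the alternatives that kept all libraries, the adjusted p spanned 0.0232 to 0.819 for the prostaglandin and IL-1 list, 0.0214 to 0.178 for the CI list, 0.0630 to 0.930 for the CP list and 0.0375 to 0.623 for the NK cell list. It spanned 8.31e-20 to 0.0911 for the tumor cell list, 9.49e-16 to 0.0576 for the tissue macrophage list and 0.00202 to 0.154 for the neutrophil list.

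Omission of the list members that the likelihood ratio test called removed 14 of 65 interferon-gamma members, and the list remained higher (adjusted p 1.59e-05), as did the type I interferon list (9.02e-06). The tissue macrophage list lost 19 of 26 members and its call (0.0576). The CI list, which lost no member, went to 0.0545 because the other lists' p changed the adjustment, and the NK cell list, with 3 members left, to 0.430. This omission takes out the members that differ most, so that it weakens by construction each list that loses members. The CP list without Ptgs2 stayed short of the threshold (0.249).

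With each library left out in turn, the calls for the interferon, tumor cell, tissue macrophage and neutrophil lists held, and the prostaglandin and IL-1 list stayed short of the threshold. The adjusted p of the CI list ranged from 0.0151 to 0.153, that of the CP list from 0.0151 to 0.700 and that of the NK cell list from 0.0159 to 0.240. The CI call was lost without Ptgs-competent replicate 3 (0.0653) or Ptgs-deficient replicate 1 (0.153), and the CP list was called higher without Ptgs-deficient replicate 3 (0.0151). The NK cell call was lost without Ptgs-competent replicate 2 (0.240), Ptgs-competent replicate 3 (0.0918) or Ptgs-deficient replicate 1 (0.137). The CI and NK cell lists had 3 and 4 tested members, and 7 and 10 of their members had 0 counts in every library. Fewer libraries and few members are part of how these fits were built, and no other cause was tested.

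Of 52 named or called genes that were tested, 49 kept their direction throughout. Cxcl1 reversed with DESeq2 size factors (-0.032), library totals (-0.017), the DESeq2 Wald test (-0.032) and the replicate block (-0.016), and ranged from -0.10 without Ptgs-deficient replicate 2 to 0.28 without Ptgs-deficient replicate 1. Il1b reversed with the replicate block (0.048) and ranged from -0.45 without Ptgs-competent replicate 3 to 0.14 without Ptgs-competent replicate 1. Ptgs2 reversed under voom (0.040). Each of these changes is smaller than the gene's SE, and their cause was not tested. Over the alternatives that kept all libraries, 434 gene results were the same, 76 were stronger, 4 weaker and 6 reversed. Over the fits that left out a library, 225 were the same, 80 weaker, 1 stronger and 6 reversed. Read depth of 4431184 to 8760679 limits what a count of 0 allows, by counting error alone, to 0.342 to 0.677 CPM. The absence of a transcript below that level is not detectable. Molecules lost before sequencing could leave a count of 0 at a higher level.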

Other observations

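The tests of splits for lists, macrophage share, random loss, resident-type macrophages, neutrophils, platelets, Gm26924, tumor RNA behind single lower genes, and read sampling, and the test of abundant NK cell transcripts, were chosen only after the results were seen. The other tests were laid down earlier.

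The 6 libraries can be split into 3 against 3 in 10 ways, so no split count can fall below 1 in 10, an exact two-sided p of 0.1. The real split was the only one of the 10 with as many quasi-likelihood calls, at both thresholds (1) and at the FDR alone (1). The other 9 splits gave 0 calls each, with 102 to 443 genes at an unadjusted p under 0.05 (median 150) against 776. The likelihood ratio test also gave its largest count in 1 split of 10, the real one, and 0 to 18 calls in the others. For the lists, the number of splits with a camera p as small as the real one was 1 for the interferon-gamma, type I interferon, tumor cell, tissue macrophage and neutrophil lists, 2 for the prostaglandin and IL-1, CI and NK cell lists, and 6 for the CP list. Camera at its preset correlation was not strict on these libraries: in 7 of the 9 other splits some list passed the adjusted threshold, with an adjusted p as low as 1.73e-09, and the interferon-gamma list had a p under 0.05 in 7 of them, the smallest 0.00111. These splits still carry a part of the real difference, since each sets a pair of libraries against the third of the same group.

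The tumor cell list was lower in 27 of its 28 tested members in Ptgs-deficient TAMs, and its sum was 3781 ± 3002 against 348 ± 118 CPM (SD, n = 3 each), the first being 2134 CPM without Ptgs-competent replicate 3. This is the pattern that RNA from tumor cells in the Ptgs-competent libraries would give. Of the 47 members in the table, 11 were over the floor in all 3 Ptgs-deficient libraries, so that some are also expressed by the sorted macrophages or reach every library. Other lists of non-macrophage cells went both ways. The sums that fell were neutrophil 2336 ± 708 against 779 ± 161 CPM (much of the fall being Mmp9), fibroblast 249 ± 141 against 39.5 ± 17.0 CPM, endothelial 253 ± 125 against 78.3 ± 25.3 CPM, red cell 517 ± 255 against 87.4 ± 59.97 CPM, and cell cycle genes 1672 ± 993 against 667 ± 8.25 CPM (SD, n = 3 each; 1108 CPM in place of 1672 without Ptgs-competent replicate 3). The T cell sum rose from 0.269 ± 0.245 to 16.8 ± 3.60 CPM (SD, n = 3 each), without overlap. Only 1 of the 15 T cell list members passed the filter, so this rise is weak evidence on T cells. The monocyte sum rose from 925 ± 212.5 to 3166 ± 569 CPM (SD, n = 3 each), also without overlap. Without Klra4 the NK cell sum rose from 30.1 ± 27.8 to 107.9 ± 30.6 CPM (SD, n = 3 each), again without overlap. The B cell and dendritic cell sums rose with overlapping libraries. A carry-over of all these cell types alike into the Ptgs-competent libraries would not give these rises. A carry-over of the types whose sums fell stays open. Of the 336 genes lower at an unadjusted p under 0.05, 19 are on the tumor cell list. Part of the lower genes, Clu among them, may therefore reflect what entered the sort and not what the macrophages express. Uptake of tumor cells by macrophages would leave the same transcripts and was not tested.

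Whether tumor RNA accounts for the lower calls other than Clu stays open. Mmp9, Ppbp, Clec4n and Clec4d summed to 3894, 3196 and 1891 CPM in Ptgs-competent replicates 1, 2 and 3, while the tumor cell list summed to 1197, 3071 and 7073 CPM. The library with the most tumor RNA thus had the lowest sum of the 4 genes, 1891 CPM. With 3 libraries this ordering is not a test, and a share from tumor cells cannot be told apart from expression by the macrophages.

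Several explanations for the higher interferon-gamma list were tested. NK cells carried into the Ptgs-deficient libraries would raise the NK cell list. Its sum was 110.4 CPM there and 105 ± 94.5 CPM (SD, n = 3) in the Ptgs-competent libraries (61.3 CPM without replicate 3). That similarity rests on Klra4: without it the sums were 107.9 ± 30.6 and 30.1 ± 27.8 CPM (SD, n = 3 each). The latter was 59.3, 3.94 and 27.2 CPM in Ptgs-competent replicates 1, 2 and 3. The whole list, Klra4 included, was higher as a set (camera adjusted p 0.0482), with a mean log2 CPM over its tested members of 3.64 against 1.14 and overlapping libraries, and Klrk1 was detected only in Ptgs-deficient libraries. Some RNA from NK or other lymphoid cells there stays possible. The amount speaks against it as the whole cause, since 8 transcripts abundant in NK cells (Nkg7, Prf1, Gzmb, Gzma, Ncr1, Klrd1, Klrb1c and Ctsw) summed to 9.195 CPM in the Ptgs-deficient and 2.12 CPM in the Ptgs-competent libraries. Most of the former was Gzma in replicate 2, while the interferon-gamma list rose from 12980 ± 4155 to 34770 ± 3864 CPM (SD, n = 3 each). A lower share of macrophage RNA in the Ptgs-competent libraries would lower every macrophage transcript alike. The macrophage core genes did differ by 0.73 in mean log2 CPM, or 0.29 without Ptgs-competent replicate 3. After the core mean of each library was subtracted, the interferon-gamma list still differed by 1.40 and the tissue macrophage list by 2.81, without overlap of the libraries (exact two-sided permutation p 0.1 each, the smallest that 3 against 3 can give). The prostaglandin and IL-1 list and the neutrophil list differed by -1.004 and -1.79 on that scale, also without overlap (exact two-sided permutation p 0.1 each), although the former did not differ as a set without the subtraction. Transcripts lost at random in the Ptgs-competent libraries would lower matched lists as well, yet among 10000 random lists matched on expression the highest median log2 fold change was 0.5974 for lists of 65 genes and 0.8413 for lists of 26, below the 1.45 and 2.85 observed. The tables argue against each of these as the whole cause.

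A larger share of resident-type macrophages among the cells sorted from Ptgs-deficient tumors stays open. The tissue macrophage list differed by 3.54 in mean log2 CPM, and its members Timd4 (0 against 34.6 ± 15.9 CPM), Ccl24 (0 against 54.8 ± 24.2 CPM; SD, n = 3 each) and Lyve1 (log2 fold change 3.81 ± 0.751, SE), chosen after their values were seen, rose with it. Such a change in composition might carry part of the interferon difference, since bulk counts hold no measure of level per cell. It cannot be told apart from a change of expression within the same cells, because both would move every library of a group together. A direct effect of tumor prostaglandins on macrophages, which the design names, is likewise open and was not tested. Pf4, also on the list, went the other way.

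Genes of the immediate-early and heat shock response that tissue dissociation can induce were higher in the Ptgs-deficient group, with 21 of 24 tested members higher and a median log2 fold change of 1.43 (camera p 2.89e-06). None of them was among the 19 calls, 19 had an unadjusted p under 0.05, and 9 were called by the likelihood ratio test. The summed level was 10490 ± 1656 against 19240 ± 713 CPM (SD, n = 3 each). After subtraction of the macrophage core the difference was 0.51 with overlapping libraries (exact two-sided permutation p 0.4). Unequal handling of the tumor groups could raise these genes, as could a response in the tumor, and the labels give no handling record, so that these cannot be told apart. Hsp90aa1, chosen after its values were seen, fell from 892 ± 531 to 276 ± 97.9 CPM (SD, n = 3 each). Among CP genes, Il6 and Il1a were detected only in Ptgs-deficient libraries, and Ccl2 was higher there.

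Technical differences between the groups were tested for the 19 calls. Thinning every library to 4431184 counts gave a median of 19 calls over 5 draws (19 to 21), which kept the same 19 genes in each draw. Gm26924 took 9.62% ± 2.49 of counts in the Ptgs-competent and 3.25% ± 1.40 in the Ptgs-deficient libraries (SD, n = 3 each). Between any pair of libraries of different groups, this difference in share can shift all other genes by at most 0.151 on the log2 scale and in 1 direction, while the smallest absolute log2 fold change of a call was 1.91 and calls went both ways. Xist differed by 0.29 on the log2 scale, with Y-linked genes at 0 in every library, which argues against a different mixture of host sexes. Unequal depth, the shift from that gene's share and host sex are thus unlikely to account for the calls. Whether the share of Gm26924 marks a difference in RNA or library quality between the groups was not tested. Mitochondrial genes took 4.207% ± 2.535 of counts in the Ptgs-competent and 2.401% ± 0.2593 in the Ptgs-deficient libraries (SD, n = 3 each), with overlap.

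Mmp9 fell by 1071 CPM, and neutrophils are a possible source. S100a8 and S100a9, abundant in neutrophils, fell by 240.5 CPM together, and S100a9, chosen after its values were seen, was at 223 ± 41.1 against 133 ± 7.56 CPM (SD, n = 3 each). Mmp9 itself is a large part of the neutrophil list's sum in the Ptgs-competent libraries, and 11 of the list's 20 members were over the floor in all 6 libraries. Ppbp fell by 618 CPM and Pf4 from 8498 ± 2743 to 2909 ± 320 CPM (SD, n = 3 each, edgeR adjusted p 0.136). Platelets are a possible source of both, but a list of 16 platelet transcripts written after these values were seen summed to 45.53 ± 33.4 CPM in the Ptgs-competent and 56.1 ± 45.4 CPM in the Ptgs-deficient libraries (SD, n = 3 each), with 11 of the 16 at 0 in every library. By replicate these sums were 14.8, 40.7 and 81.05 CPM against 7.12, 96.7 and 64.35 CPM, so that single libraries moved both means. The detected members went both ways. Rgs18 had 0, 2 and 0 counts against 0, 363 and 135, and P2ry12 had 88, 26 and 0 against 39, 385 and 137. Nrgn had 5, 92 and 59 against 0, 0 and 0, Itga2b 0, 0 and 76 against 0, 0 and 0, and Gng11 0, 128 and 241 against 0, 64 and 39. A sum over members that move in opposite directions cannot decide the question, and platelets stay open for Ppbp and Pf4. For Mmp9, neutrophils stay open, since the ratio of Mmp9 to S100a8 and S100a9 in neutrophils was not measured. The neutrophil list was lower in 10 of its 13 tested members and higher in 3.

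Many genes had 0 counts in a single library while abundant in the others of its group. Among genes at 50 to 100 CPM in the other libraries of the group, 27, 99 and 108 had 0 counts in Ptgs-competent replicates 1, 2 and 3, and 24, 1 and 2 in Ptgs-deficient replicates 1, 2 and 3, or 261 in all. Each library is a separate pool, so these zeros cannot be set against read sampling alone. Real differences between pools and loss of molecules before sequencing, from an input of 800 pg, are candidate explanations that cannot be told apart, since the labels name no repeat library of a pool and no molecular identifiers were stated. It bears on genes such as Cxcl10, with 0 counts in a single Ptgs-competent library.

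The monocyte list summed to 925 ± 212.5 against 3166 ± 569 CPM (SD, n = 3 each). After subtraction of the macrophage core its mean log2 CPM differed by 0.62 with overlapping libraries (exact two-sided permutation p 0.2). The T cell list rose from 0.269 ± 0.245 to 16.8 ± 3.60 CPM, the B cell list from 11.4 ± 13.8 to 50.9 ± 48.4 CPM and the dendritic cell list from 25 ± 15.3 to 44.3 ± 17.8 CPM (SD, n = 3 each), the B cell and dendritic cell lists with overlapping libraries. Few members carried these sums: 1 of 15 on the T cell list, 2 of 10 on the B cell list and 1 of 14 on the dendritic cell list passed the filter. The B cell list was at 3.75 CPM in the Ptgs-competent libraries without replicate 2 and at 23.4 CPM in the Ptgs-deficient libraries without replicate 3. The dendritic cell list was at 16.2 CPM in the Ptgs-competent libraries without replicate 3. The eosinophil and mast cell list rose from 12.5 ± 11.4 to 40.98 ± 54.1 CPM (SD, n = 3 each), but to 9.75 CPM without Ptgs-deficient replicate 1, which is no rise.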
